A study of Arabidopsis thaliana with 10 samples.

How the data were processed

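RNA-seq gene counts from whole seedlings of Arabidopsis thaliana were analysed in a design that crossed 2 genotypes with 2 treatments. The genotypes were the reference accession Col-0 and nia1/2, a line named after NIA1 and NIA2, the genes for the nitrate reductase enzymes that convert nitrate to nitrite. The treatments were isoxaben, an inhibitor of cellulose synthesis, at 600 nM, or the solvent dimethyl sulfoxide (DMSO) alone. Per the labels, seedlings grown in shaken liquid culture were 6 days old and the treatment lasted 1 h, from 9 am to 10 am. Libraries were made from 500 ng of total RNA with a stranded kit that captures polyadenylated mRNA, per the labels. Poly(A) capture leaves most organelle transcripts uncounted: plastid genes held 0.0146% to 0.063% of the counts of a sample and mitochondrial genes 0.0098% to 0.066%.

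The deposited values were whole-number counts per gene, not normalized, with 1 table per sample and no pooling of replicates. Per the file headers, each table gave the gene identifier, exon coordinates, strand, summed exon length and count of 33602 genes. Neither the headers nor the labels named the aligner, the counting program, the genome build, the annotation or the treatment of reads that match several genes. Counts of near-identical genes are therefore uncertain, because it is not recorded whether shared reads were dropped, split or assigned to a single copy. The deposited length column equalled the summed length of the listed exons in 100% of genes and was the same in all 10 tables, so no length correction per sample was possible. The planned fallback of summing transcript estimates to genes was not needed.

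Gene symbols and products were taken from the TAIR10.1 reference annotation, in which 32835 of the 33602 identifiers were found and 10654 had a symbol that differed from the identifier. Coordinates are printed as the count tables gave them. The build was checked through splice sites: of 120759 introns implied by the exon coordinates, 97.85% began with GT and ended with AG in the TAIR10.1 sequence. GC content was computed from that sequence at the listed exons, and 99.9% of the tested genes had a value.

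Groups and replicate numbers came from the sample titles, with 3 replicates of each Col-0 group and 2 of each nia1/2 group. Totals ran from 10053089 to 19470898 counts per sample. The 8 pairs of replicates within a group all differed beyond counting noise, with a chi-square per degree of freedom of 3.14 to 5.68 over genes, and no pair of tables held identical counts. No pair was therefore treated as a library deposited again, and samples were counted as replicates because the labels list them so. The counts do not show whether they came from separate cultures. The smallest share a library can show was set at 3 counts of its total, which is 0.154 to 0.298 counts-per-million units (CPM). Such floors cover counting error only, since PCR copies are not independent molecules.

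Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by the filterByExpr function with a minimum count of 10 and a minimum total of 15, which left 20520 genes. Library sizes were scaled by trimmed mean of M values (TMM). A single quasi-likelihood model with a mean for each of the 4 groups was fitted to all 10 samples, so that the groups shared the estimate of the spread, and the common biological coefficient of variation was 6.70%. The 5 contrasts were isoxaben against DMSO within each genotype, the difference between those changes (the interaction), and nia1/2 against Col-0 within each treatment. Tests were two-sided, p-values were adjusted by Benjamini and Hochberg within each contrast, and genes were called at an adjusted p under 0.05. Standard errors (SE) were the absolute log2 fold change divided by the square root of the F statistic. The log2 fold change carries a prior count of 0.125, which sets its size where a group has no counts, so such genes are described by counts or CPM. CPM values of single genes are TMM-scaled, and log2 CPM for correlations between samples, principal components and the main scores used a prior count of 1. A prior count of 5 was used for scores on genes chosen from a single pair. It was also used where basal differences between the genotypes were correlated with differences in change.

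Replicate numbers were taken as a pairing. Per the labels' treatment protocol, the seedlings of a flask were divided between isoxaben and DMSO, so equal numbers within a genotype were read as coming from the same flask. The main model had no block, because the design text names none, and a model with the flask as a block was the paired alternative. For the contrasts between genotypes the block was the replicate number.

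A response score compared the size of the isoxaben change between genotypes. The score of a pair was the mean log2 CPM change of the 100 increased genes with the lowest p-values minus that of the 100 decreased genes, divided by 2. For a Col-0 pair the genes were chosen by edgeR from the other 2 Col-0 pairs, and for a nia1/2 pair the score was averaged over the 3 gene sets chosen in this way. The reverse score used genes chosen from both nia1/2 pairs, which makes it independent for Col-0 only. Scores were compared with an exact two-sided permutation test in which all 10 assignments of 5 pairs were enumerated.

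Genes named in the text were fixed by a rule written before the data were examined. For each contrast these were up to 3 increased and 3 decreased genes with the largest log2 fold change among genes with an adjusted p under 0.05, a mean of at least 1 CPM, and complete separation of the samples or pairs compared. A panel of 16 genes was added regardless of its values. It held the nitrate reductase genes, nitrate-responsive genes, cell-cycle genes, cytokinin oxidase genes, primary-wall cellulose synthase genes and a receptor kinase gene. The 4 interaction genes outside that rule are reported as a range.

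The model was tested on simulated counts drawn from the means and library sizes of the real samples, with 200 genes changed by a log2 fold change of 1. It recovered 89.5% of the changed genes in Col-0 with 15 false calls, and 83% in nia1/2 with 16 false calls. With the change in nia1/2 reduced to a log2 fold change of 0.5, the interaction test recovered 0 of the 200 genes, so a uniform reduction of that size is below what it can detect gene by gene. The response scores in that simulation were 0.790 for Col-0 and 0.420 for nia1/2.

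Alternatives fixed before the data were examined were DESeq2 1.42.0 and limma-voom (limma 3.58.1) in place of edgeR, size factors by relative log expression (RLE), library size alone, other count filters, fits of the compared groups alone, the replicate block, a GC-content offset (loess with a span of 0.3), both of these together, nuclear genes alone, stricter thresholds, other settings of the score, and leaving out each sample or pair. A choice of score genes from a single pair was added after seeing the data. Figures were drawn with matplotlib 3.10.9.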

Results

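Transcript counts were collected from whole Arabidopsis thaliana seedlings after 1 h in medium with 600 nM isoxaben or with the solvent DMSO. Isoxaben is a herbicide that inhibits cellulose synthesis at the plasma membrane and so impairs the integrity of the cell wall. Col-0 is the common laboratory accession and served as wild type. The nia1/2 line is named after the genes NIA1 and NIA2, which encode nitrate reductase, the enzyme that reduces nitrate to nitrite. The study asked how the transcriptional answer to cell-wall damage runs in seedlings carrying the nia1/2 label. Below, nia1/2 stands for the libraries labelled nia1/2.

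Each Col-0 group held 3 samples and each nia1/2 group held 2 samples. Total counts ran from 14733295 to 19470898 in Col-0 DMSO and from 10490825 to 17963734 in Col-0 isoxaben. They ran from 10053089 to 16859940 in nia1/2 DMSO and from 14505448 to 14973392 in nia1/2 isoxaben. Between 22462 and 23092 of the 33602 listed genes had at least 1 count in a sample. After filtering, 20520 genes were tested. The labels mark all 6 Col-0 libraries as shared with another series and 0 of the 4 nia1/2 libraries, so any difference in preparation that went with that sharing cannot be told apart from genotype.

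Samples were first compared through log2 CPM. Pearson correlations across genes, which are not independent replicates, were 0.988 to 0.992 in the 8 pairs of samples of the same group. They were 0.986 to 0.992 in the 13 pairs that shared the genotype and differed in treatment, a range that overlapped the one within groups. In the 24 pairs of different genotype the correlation was 0.943 to 0.952. The first principal component held 70.5% of the variance and separated the genotypes, and the second held 6.44%, with the DMSO samples of both genotypes at positive scores and the isoxaben samples at negative scores.

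**Figure D1:**
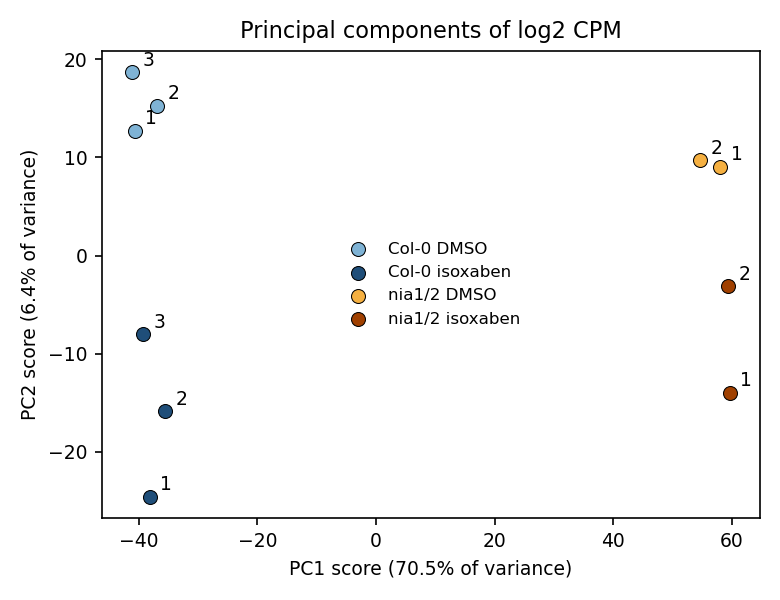
Scores of the 10 samples on the first principal component of log2 CPM (horizontal axis, 70.5% of the variance) and the second (vertical axis, 6.44%), with a point per sample, coloured by group and numbered by replicate. Col-0 samples lie at negative and nia1/2 samples at positive scores of the first component, while all 5 DMSO samples have positive and all 5 isoxaben samples negative scores of the second.

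The genes named in the mutant label were examined first. NIA2 (AT1G37130) lies on the plus strand of chromosome 1 from 14158527 to 14161938 with 3 exons in the count tables, whose genome build is not named. NIA2 had 15964 to 26557 counts in the 6 Col-0 samples, and 0, 0, 0 and 1 counts in the 4 nia1/2 samples. The mean was 1446 ± 124 CPM (SD, n = 3) in Col-0 DMSO and 1408 ± 158 CPM (SD, n = 3) in Col-0 isoxaben. In nia1/2 it was below the smallest level the libraries can show, which is 0.178 to 0.298 CPM at 3 counts. NIA1 (AT1G77760; chromosome 1, 29235803 to 29239445, minus strand, 4 exons) went the other way. Its mean was 307 ± 54.0 CPM (SD, n = 3) in Col-0 DMSO against 2639 ± 36.3 CPM (SD, n = 2) in nia1/2 DMSO, a log2 fold change of 3.11 ± 0.14 (SE) with an edgeR adjusted p of 2.6e-10. In isoxaben the means were 268 ± 48.6 CPM (SD, n = 3) and 2898 ± 146 CPM (SD, n = 2), a log2 fold change of 3.44 ± 0.14 (SE) with an edgeR adjusted p of 1.0e-10. The NIA2 counts matched the label and the NIA1 counts were higher, not lower, in the libraries labelled nia1/2. Counts do not show whether the NIA1 transcript carries a lesion, and reads shared between these related genes would make both values uncertain.

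**Figure D2:**
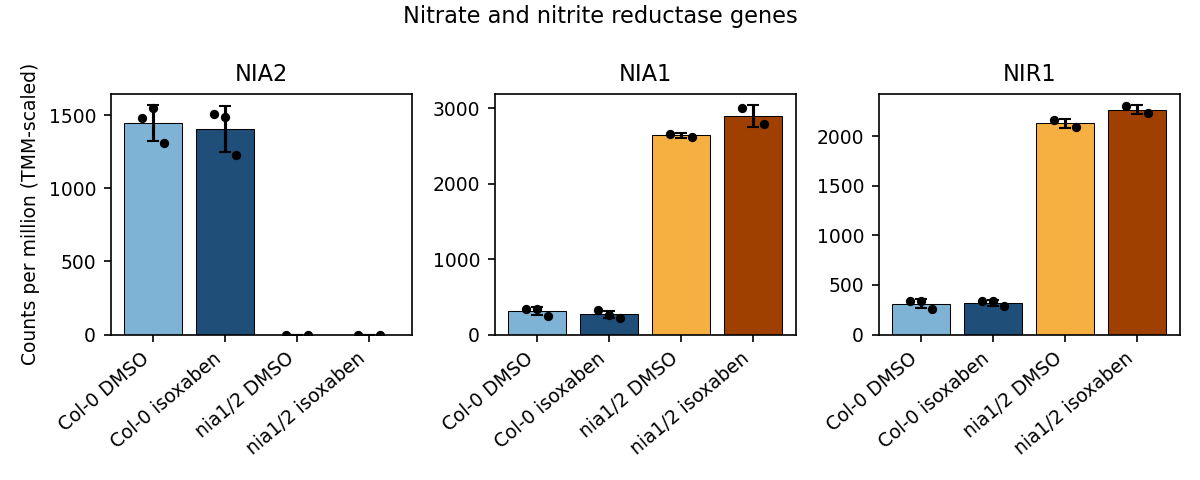
TMM-scaled CPM (vertical axes) of NIA2, NIA1 and the nitrite reductase gene NIR1 in the 4 groups, with bars for the mean, error bars for the SD and a point per sample (n = 3 for Col-0, n = 2 for nia1/2). NIA2 was at 0 or 1 count in the nia1/2 samples, while NIA1 and NIR1 were higher in every nia1/2 sample than in every Col-0 sample.

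The effect of isoxaben in wild type was measured as Col-0 isoxaben against Col-0 DMSO. In the edgeR model, 239 of 20520 genes passed an adjusted p of 0.05, of which 182 increased and 57 decreased. An unadjusted p under 0.05 was reached by 1707 genes, against 1026 expected by chance. A log2 fold change of at least 1 in either direction was reached by 93 of the 239 genes. Samples with the same replicate number were read as coming from the same flask. Their deviations from the group means correlated at 0.11 on average in Col-0, the highest of the 6 ways to match the samples, of which the next gave 0.073. For replicate 1 alone the correlation was 0.020, against 0.022 between its isoxaben sample and the DMSO sample of replicate 2. With this replicate block, 549 genes passed, 348 of them increased and 201 decreased, the largest count among the alternatives tried.

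The 3 increased genes with the largest change were lowly expressed in DMSO. WRKY38 (AT5G22570; chromosome 5, 7495539 to 7496784, minus strand, 3 exons), a WRKY DNA-binding protein gene, rose by 4.31 ± 0.75 on the log2 scale (SE, edgeR adjusted p 8.4e-03). Its level was 0.164 ± 0.032 CPM (SD, n = 3) in DMSO and 3.63 ± 3.21 CPM (SD, n = 3) in isoxaben, with individual isoxaben values of 7.19, 2.75 and 0.957 CPM, so the size of the increase was poorly determined. Its call was lost under limma-voom (adjusted p 0.0910) and in 2 of the 13 fits that left out a sample or a pair. WRKY51 (AT5G64810; chromosome 5, 25908413 to 25909803, plus strand, 3 exons) rose by 4.24 ± 0.67 (SE, edgeR adjusted p 4.1e-03), from 0.152 ± 0.108 to 3.01 ± 2.00 CPM (SD, n = 3 each), and lost its call in 1 of the 13 fits. The DMSO means of WRKY38 and WRKY51 lay within or below the 3-count floor of these libraries, 0.154 to 0.204 CPM, so the size of both increases is uncertain. AT3G44870, annotated as an S-adenosylmethionine-dependent methyltransferase (chromosome 3, 16382219 to 16383605, plus strand, 3 exons), rose by 4.16 ± 0.47 (SE, edgeR adjusted p 2.2e-04), from 0.396 ± 0.265 to 6.55 ± 3.10 CPM (SD, n = 3 each). This methyltransferase belongs to a multigene family, so reads shared with related copies leave its level uncertain.

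Among the decreased genes, AT4G25250 (chromosome 4, 12934562 to 12935373, plus strand, 1 exon), annotated as a plant invertase or pectin methylesterase inhibitor, fell by 1.47 ± 0.16 on the log2 scale (SE, edgeR adjusted p 1.2e-04). Its mean went from 16.7 ± 3.29 to 6.07 ± 1.10 CPM (SD, n = 3 each). CYP718 (AT2G42850; chromosome 2, 17831655 to 17833432, plus strand, 3 exons), a cytochrome P450 gene, fell by 1.46 ± 0.27 (SE, edgeR adjusted p 0.0142), from 3.98 ± 0.77 to 1.504 ± 0.537 CPM, and lost its call in 6 of the 13 fits that left out a sample or a pair. AT2G45040 (chromosome 2, 18577650 to 18578914, plus strand, 1 exon), a matrixin family gene, fell by 1.21 ± 0.27 (SE, edgeR adjusted p 0.0402), from 1.52 ± 0.071 to 0.633 ± 0.132 CPM. AT2G45040 was close to the threshold, did not pass under DESeq2 (adjusted p 0.271), limma-voom (0.0540) or in the fit of the compared groups alone (0.0746), and did not pass in any of those 13 fits.

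The effect of isoxaben in the mutant was measured as nia1/2 isoxaben against nia1/2 DMSO. In the edgeR model 107 genes passed, all of them increased. No decreased gene passed, while 351 decreased genes had an unadjusted p under 0.05. In total 1342 genes had an unadjusted p under 0.05, against 1026 expected by chance, and 38 of the 107 genes reached a log2 fold change of at least 1. Same-numbered nia1/2 samples correlated in their deviations at 0.195, and the other matching gave -0.195. With 2 samples per group these values are mirror images, so they give little support for the pairing. With the replicate block 449 genes passed, 436 increased and 13 decreased. The lower count in nia1/2 than in Col-0 came with fewer samples, and in the 3 fits that kept 2 Col-0 pairs, Col-0 gave 130, 97 and 118 genes while nia1/2 gave 98, 96 and 139. With equal numbers of pairs, neither genotype had the larger count throughout.

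The largest increases in nia1/2 were as follows. AT1G26380, a berberine-bridge-type FAD-binding protein gene (chromosome 1, 9126737 to 9128528, minus strand, 1 exon), rose by 2.09 ± 0.42 (SE, edgeR adjusted p 0.0408), from 0.762 ± 0.243 to 3.45 ± 1.09 CPM (SD, n = 2 each). PP2-B14 (AT1G56250; chromosome 1, 21061600 to 21062995, minus strand, 3 exons), a phloem protein gene, rose by 1.99 ± 0.27 (SE, edgeR adjusted p 5.1e-03), from 1.31 ± 0.045 to 5.26 ± 0.914 CPM (SD, n = 2 each). In Col-0 the increase of PP2-B14 was 2.45 ± 0.25 (SE, edgeR adjusted p 8.1e-05), and the difference between the genotypes, -0.47 ± 0.39 (SE), did not pass the interaction test. AT4G11000, an ankyrin repeat gene (chromosome 4, 6731020 to 6732464, plus strand, 3 exons), rose by 1.95 ± 0.32 (SE, edgeR adjusted p 0.0124), from 0.988 ± 0.006 to 3.85 ± 0.912 CPM (SD, n = 2 each). AT1G26380 and AT4G11000 did not pass in Col-0, where their changes were 0.53 ± 0.35 and 0.13 ± 0.37 (SE), and for neither did the interaction pass, with edgeR adjusted p values of 0.787 and 0.473. AT1G26380 lost its call in nia1/2 under limma-voom (adjusted p 0.0619) and in 4 of the 9 fits that left out a sample or a pair. All 9 fits left out Col-0 samples, so they changed the shared estimate of the spread and not the nia1/2 samples.

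The direction of change was then compared between the genotypes. Among the 182 genes that increased in Col-0, 154 (84.6%) also rose in nia1/2 and 43 passed there, with a median log2 fold change of 0.95 in Col-0 and 0.35 in nia1/2. Among the 57 genes that decreased in Col-0, 40 (70.2%) fell in nia1/2, with medians of -0.59 and -0.10. Among the 107 genes that increased in nia1/2, 102 (95.3%) rose in Col-0, with medians of 0.86 in nia1/2 and 0.46 in Col-0. With the replicate block these shares were 82.5%, 55.7% and 79.4% in the same order. In each list of the model without the block, the genotype in which the genes had been selected showed the larger median, and choosing genes by their change in a genotype favours that genotype.

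**Figure D3:**
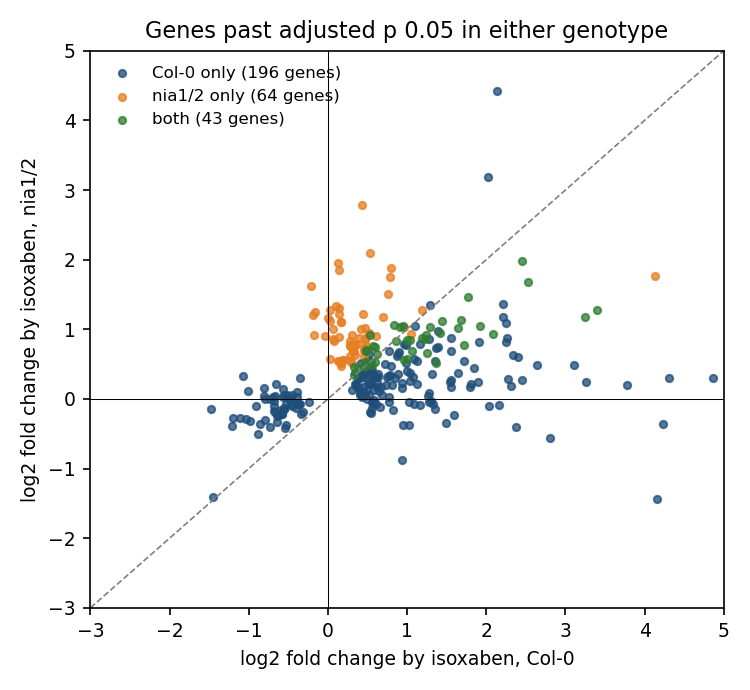
Log2 fold change by isoxaben in Col-0 (horizontal axis) and in nia1/2 (vertical axis), with a point for each of the 303 genes that passed an adjusted p of 0.05 in either genotype and a dashed line of equal change. Of these genes 196 passed in Col-0 alone, 64 in nia1/2 alone and 43 in both, and the latter all lie in the quadrant of increase in both genotypes.

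Whether the isoxaben change differed between the genotypes was tested directly with the interaction contrast. In the edgeR model 8 genes passed, of which 7 had a smaller or more negative change in nia1/2 and 1 a larger one. An unadjusted p under 0.05 was reached by 1086 genes, against 1026 expected by chance, and of these 627 were more positive and 459 more negative in nia1/2. The replicate block gave 152 genes, with 113 genes more positive in nia1/2 and 39 more negative. Same-numbered samples of a flask had the deviation correlations of 0.11 in Col-0 and 0.195 in nia1/2 given above. The number of genes with a genotype-dependent change thus depended on the model, while the named genes below passed under both.

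ERF13 (AT2G44840; chromosome 2, 18495341 to 18496272, plus strand, 1 exon), an ethylene-responsive element binding factor gene, rose by 3.26 ± 0.30 in Col-0 and by 0.24 ± 0.28 in nia1/2, a difference of -3.02 ± 0.43 (SE, edgeR adjusted p 0.0284). Its level in DMSO was 0.582 ± 0.209 CPM (SD, n = 3) in Col-0 and 3.44 ± 1.66 CPM (SD, n = 2) in nia1/2, and in isoxaben it was 5.76 ± 0.773 and 4.30 ± 0.912 CPM. EXLA3 (AT3G45960; chromosome 3, 16892756 to 16893900, plus strand, 2 exons), an expansin-like gene, rose by 2.37 ± 0.20 in Col-0 and changed by -0.40 ± 0.34 in nia1/2, a difference of -2.77 ± 0.41 (SE, edgeR adjusted p 0.0315). AT5G28610, annotated as an ATP-dependent RNA helicase-like protein (chromosome 5, 10610959 to 10611446, plus strand, 1 exon), rose by 3.11 ± 0.22 and 0.49 ± 0.26, a difference of -2.63 ± 0.36 (SE, edgeR adjusted p 0.0272). AT3G22060, a receptor-like protein kinase-related gene (chromosome 3, 7771016 to 7772340, plus strand, 2 exons), was the gene with the larger change in nia1/2. It changed by -0.19 ± 0.14 in Col-0 and by 1.20 ± 0.17 in nia1/2, a difference of 1.40 ± 0.22 (SE, edgeR adjusted p 0.0459). The other 4 genes had differences of -2.17 to -0.85 with edgeR adjusted p values of 0.0272 to 0.0364. Under limma-voom the adjusted p was 0.0558 for ERF13 and 0.0623 for AT3G22060, so these calls were lost there. Each of the 4 named genes lost its call in 7 or 8 of the 9 fits that left out a sample or a pair.

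The size of the isoxaben change was also compared as a score over many genes. On genes chosen in the other Col-0 pairs, the Col-0 pairs scored 0.777, 0.864 and 0.933 and the nia1/2 pairs 0.297 and 0.222. The means were 0.858 ± 0.078 (SD, n = 3) and 0.260 ± 0.053 (SD, n = 2), so that the nia1/2 score was 30.3% of the Col-0 score. The difference of 0.598 exceeded the spread between pairs, and an exact two-sided permutation test gave p = 0.1, the smallest value that the 10 possible assignments allow. Without the replicate pairing the Col-0 score was 0.812 and the nia1/2 score 0.249, a difference of 0.562. The reverse choice, with genes taken from the nia1/2 pairs, gave 0.334 ± 0.053 (SD, n = 3) in Col-0. The nia1/2 value on those genes, 0.699 ± 0.108 (SD, n = 2), was measured on the pairs used to choose them. The difference on nia1/2-chosen genes was -0.364, opposite in sign to the first, so each genotype scored lower on genes chosen in the other.

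**Figure D4:**
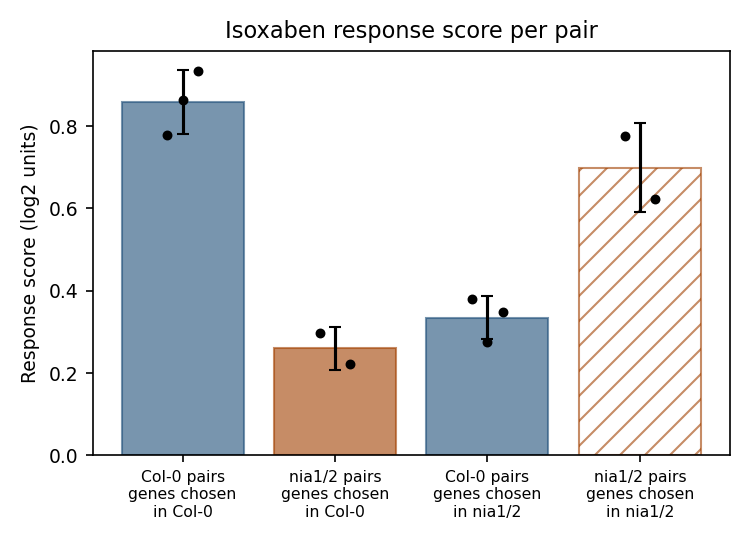
Isoxaben response score in log2 units (vertical axis) for each pair (points), with bars for the mean and error bars for the SD, for genes chosen in Col-0 (left bars) and in nia1/2 (right bars), n = 3 Col-0 and n = 2 nia1/2 pairs. The hatched bar was scored on the same pairs that chose the genes. Col-0 pairs score 0.777 to 0.933 and nia1/2 pairs 0.222 to 0.297 on genes chosen in Col-0.

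The genotypes were then compared within each treatment. In DMSO, 8524 genes passed in the edgeR model, which is 41.5% of those tested, with 4270 higher and 4254 lower in nia1/2. In isoxaben, 8509 genes passed, with 4341 higher and 4168 lower. With the replicate block the counts were 8341 and 8267, and same-numbered samples of different genotype had a deviation correlation of -0.069. A log2 fold change of at least 1 reduced the counts most, to 1655 in DMSO and 1749 in isoxaben. Both treatments shared 6683 genes, of which 6673 differed in the same direction and 10 in opposite directions.

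The genes highest in nia1/2 relative to Col-0 included seed storage protein genes. CRU3 (AT4G28520; chromosome 4, 14087556 to 14089796, plus strand, 4 exons), a cruciferin gene, had 0 counts in all 6 Col-0 samples and 70 to 284 counts in the nia1/2 samples (edgeR adjusted p 9.2e-06 in DMSO and 3.0e-05 in isoxaben). CRA1 (AT5G44120; chromosome 5, 17756264 to 17758288, minus strand, 3 exons) was at 11.2 ± 7.16 CPM (SD, n = 2) in nia1/2 isoxaben against 0.019 ± 0.032 CPM (SD, n = 3) in Col-0 isoxaben (edgeR adjusted p 3.1e-07). AT5G35660, a glycine-rich protein gene (chromosome 5, 13852390 to 13853717, minus strand, 2 exons), had 0 counts in Col-0 and 3.97 ± 0.654 CPM (SD, n = 2) in nia1/2 DMSO. AT2G18480, a major facilitator gene (chromosome 2, 8009323 to 8011255, minus strand, 2 exons), had 0, 1 and 1 counts in Col-0 DMSO and 7.79 ± 0.298 CPM (SD, n = 2) in nia1/2 DMSO (edgeR adjusted p 1.2e-09). Its fitted log2 fold change of 7.31 does not give the size of the increase, as the Col-0 counts were below the floor of 3.

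Among the genes with the largest decreases besides NIA2 was PXMT1 (AT1G66700; chromosome 1, 24873291 to 24874758, minus strand, 2 exons), a methyltransferase gene of a multigene family. Its level was 154 ± 23.2 CPM (SD, n = 3) in Col-0 DMSO, against 1 and 3 counts in the nia1/2 DMSO samples (edgeR adjusted p 2.9e-12). MRD1 (AT1G53480; chromosome 1, 19963047 to 19964712, minus strand, 2 exons) was at 30.3 ± 2.72 CPM (SD, n = 3) in Col-0 isoxaben, against 1 and 0 counts in nia1/2 isoxaben (edgeR adjusted p 6.3e-12). Both genes were at or below the floor of 3 counts in these nia1/2 samples. The fitted log2 fold changes of -9.96 and -9.46 therefore do not give the size of the decreases. AT1G38131, an O-fucosyltransferase family gene (chromosome 1, 14293064 to 14296191, minus strand, 10 exons), had 72 to 164 counts in the Col-0 samples and 0 in all 4 nia1/2 samples. It lies on the same chromosome as NIA2, and the interval from the start of NIA2 to the end of AT1G38131 measures 137.7 kb.

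The panel of genes linked to nitrate use differed between the genotypes in DMSO. Relative to Col-0, nia1/2 had log2 fold changes of 2.77 ± 0.10 for the nitrite reductase gene NIR1 (AT2G15620), 2.58 ± 0.07 for UPM1 (AT5G40850), 1.97 ± 0.08 for G6PD3 (AT1G24280) and -2.06 ± 0.32 for the nitrate transporter gene NRT2:1 (AT1G08090), all with SE and edgeR adjusted p values of at most 1.4e-04. NIR1 stood at 312 ± 45.9 CPM (SD, n = 3) in Col-0 DMSO and 2128 ± 47.2 CPM (SD, n = 2) in nia1/2 DMSO. The hemoglobin gene HB1 (AT2G16060) was slightly lower in nia1/2, with -0.25 ± 0.09 (SE, edgeR adjusted p 0.0442), and lost its call with library-size scaling (adjusted p 0.0787) and in 5 of the 11 fits that left out a sample or a pair. In isoxaben its log2 fold change was 0.11 ± 0.09 (SE, edgeR adjusted p 0.364), opposite in sign and not called, and -0.045 with a GC-content offset. NIR1, UPM1, G6PD3 and NRT2:1 kept their direction in isoxaben, with edgeR adjusted p values of at most 2.9e-05.

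The cell-cycle genes CYCD3;1 (AT4G34160), CYCB2;2 (AT4G35620) and CDKB2;1 (AT1G76540) were higher in nia1/2 DMSO than in Col-0 DMSO, with log2 fold changes of 0.51 ± 0.12, 0.48 ± 0.16 and 0.78 ± 0.11 (SE). Their edgeR adjusted p values were 2.4e-03, 0.0261 and 4.2e-05. CYCB2;2 lost its call under DESeq2 (adjusted p 0.0704) and with a GC-content offset (0.0575), and in 3 of the 11 fits that left out a sample or a pair. In isoxaben the log2 fold changes were 0.28 ± 0.11, 0.43 ± 0.16 and 0.52 ± 0.11 (SE), with edgeR adjusted p values of 0.0672, 0.0415 and 1.2e-03. CYCD3;1 was thus not called there, although it passed with the replicate block (adjusted p 5.1e-03) and without a count filter (0.0497). CYCB2;2 lost its call in isoxaben under DESeq2 (0.101), with a GC-content offset (0.0848), with library-size scaling (0.0510) and in the fit of the compared groups alone (0.0701). The cellulose synthase genes CESA1 (AT4G32410), CEV1 (AT5G05170) and CESA6 (AT5G64740) were lower in nia1/2, with -0.34 ± 0.06, -0.42 ± 0.06 and -0.51 ± 0.07 (SE), and edgeR adjusted p values of at most 6.8e-04. The receptor kinase gene THE1 (AT5G54380) had a log2 fold change of -0.85 ± 0.09 (SE, edgeR adjusted p 2.3e-06). These 4 genes were also lower in isoxaben, by log2 fold changes of -0.64 to -0.25 with edgeR adjusted p values of at most 5.5e-03. The cytokinin oxidase genes CKX2 (AT2G19500) and CKX3 (AT5G56970) had too few counts to be tested, with group means of at most 0.346 CPM.

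None of the 14 tested panel genes passed the test for isoxaben in Col-0 or in nia1/2 in the main edgeR model. Across these genes the log2 fold changes in Col-0 ran from -0.19 ± 0.12 (SE) for NIA1 to 0.21 ± 0.10 (SE) for CDKB2;1. NIA1 passed in Col-0 with the replicate block alone, at -0.19 (adjusted p 0.0473), and HB1 with the block and a GC-content offset, at -0.23 (adjusted p 0.0172). In nia1/2, THE1 rose by 0.26 ± 0.09 (SE, edgeR adjusted p 0.482) and passed with the replicate block alone, at 0.25 (adjusted p 0.0311). The other 11 panel genes passed in neither genotype under any of the alternatives tried.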

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

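The tests in this part were all written down before their results were seen, although the gene counts of the main, flask-blocked and single-genotype models had been examined by then. A named gene is listed here when its isoxaben change differed between the genotypes in the interaction test, or when it moved one way in all 3 Col-0 pairs and the opposite way in both nia1/2 pairs.

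By the interaction test, 4 of the named genes responded differently in the genotypes. The difference (nia1/2 change minus Col-0 change, log2) was -3.02 for ERF13, -2.77 for EXLA3, -2.63 for AT5G28610 and 1.40 for AT3G22060, with edgeR adjusted p values of 0.0284, 0.0315, 0.0272 and 0.0459. The ERF13 change was 3.02, 3.87 and 2.76 in the Col-0 pairs and 0.68 and 0.10 in the nia1/2 pairs. AT3G22060 changed by 0.06, -0.20 and -0.47 in the Col-0 pairs and by 1.29 and 1.05 in the nia1/2 pairs. The 4 genes kept their calls with RLE size factors, library size alone, DESeq2, the replicate block and the GC-content offset. AT3G22060 lost its call under limma-voom (adjusted p 0.0623) and with at least 10 counts in every sample (0.0543), and ERF13 lost it under limma-voom (0.0558). ERF13 and AT5G28610 had fewer than 10 counts in some samples and did not enter the fit with that filter. None of the 4 passed at an adjusted p of 0.01, and all 4 lost their call in most fits that left out a sample or a pair.

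Technical explanations were weighed for the 7 genes with a smaller change in nia1/2. A GC-content offset left 9 interaction genes where 8 had passed without it, and all 7 genes were among them (adjusted p of at most 0.0284), so GC content did not account for the calls. Depth did matter: with all libraries thinned to 10.05 M counts, 0 interaction genes passed and 1008 had an unadjusted p under 0.05, so the calls rest on the full depth. A test on the flasks concerned all interaction genes of the model with flask blocks, of which 113 were more positive and 39 more negative in nia1/2, and so does not bear on the 7 genes themselves. The 5 flasks can be divided into 3 and 2 in 10 ways, and 1 of the 10, the true division, gave as many as 152 interaction genes. The next highest count was 77, with Col-0 flasks 2 and 3 set apart, and that division had more genes at an unadjusted p under 0.05 than the true one, 1861 against 1741. In 6 of the divisions 0 genes passed, with 405 to 1164 at an unadjusted p under 0.05. The share cannot fall below 0.1 with so few flasks, so this count cannot be told apart from differences between the flasks that arose by chance. For each of the 7 genes, all 3 Col-0 pairs changed by more than both nia1/2 pairs. The changes were 2.76 to 3.87 against 0.10 to 0.68 for ERF13, and 1.31 to 1.47 against 0.42 to 0.65 for AT1G13210. ERF13, EXLA3 and AT5G28610 also kept their calls with the flask blocks. The 7 genes were selected by this same difference, so these values cannot decide whether chance flask differences produced it. Reads shared between gene copies were not tested.

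A biological explanation may be that the genes with a smaller change were already elevated in nia1/2 before isoxaben. Of the 7 genes, 6 were higher in nia1/2 DMSO than in Col-0 DMSO at an adjusted p under 0.05. The exception was EXLA3, at 0.19 (adjusted p 0.653). Both comparisons use the same Col-0 DMSO samples, so low values there would produce the elevation and the larger Col-0 change together, and this test cannot decide. In a version with separate samples for the basal difference and for the change, Spearman's rho across 100 genes ran from -0.082 to 0.345 over 12 combinations of samples. None was below -0.2, the bound set for a limiting effect of the basal level. This tests alone whether genes with a larger basal difference had a smaller change than other genes of the set. As a set, the 100 genes were higher in nia1/2 DMSO (median basal difference of 0.23 to 0.61) and changed less in nia1/2 (median difference in change of -0.88 to -0.56) in all 12 combinations. The genes had been chosen for their change in a Col-0 pair, which favours a larger change in Col-0, so a link between the elevated basal level and the smaller change of the set remains possible.

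Opposite directions in every pair, without a call by the interaction test, were seen for 5 further named genes. The interaction differences were -5.60 for AT3G44870, 1.13 for PXMT1, 0.33 for NIA1, 0.36 for HB1 and -0.24 for CYCD3;1, with edgeR adjusted p values of 0.55, 0.988, 0.987, 0.794 and 0.987 in the model without the replicate block. The pattern is defined on pairs, and the interaction test with the replicate block is not reported for these 5 genes. With EXLA3, 6 of the 34 named genes with a test had opposite directions in every pair. For AT3G44870 the nia1/2 samples held 0 to 5 counts, and for PXMT1 1 to 5 counts, so counting error dominated the nia1/2 change of both. NIA1, HB1 and CYCD3;1 were well counted, and their pair changes stayed between -0.36 and 0.29. No biological explanation was tested for these 5 genes.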

How the results depend on the processing

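The 79 results on single genes were recomputed under 13 settings that kept all samples and 13 that left out a sample or a pair. A further 7 settings concerned the response scores alone. All settings were fixed before the data were examined, except the choice of score genes from a single pair, which was chosen after seeing the data. In the settings that kept all samples, results on single genes stayed on their side of the threshold with the same direction in 950 cases, lost their call in 40, gained a call in 6 and reversed in 3. The stricter thresholds among these settings were applied to the main fit. They could remove calls but not add them or change an estimate, and part of the 40 losses came from them. In the settings that left out samples, 70 cases lost their call, 3 gained a call and 14 reversed. Where a group was left with 1 sample no call was made, and 22 cases moved by more than the spread between replicates. The remaining 918 cases kept their call or moved by less than that spread. Among them, 5 isoxaben changes in nia1/2 changed sign with 1 sample left in a group, to values between -0.0048 and 0.026 (NRT2:1, from -0.23, and UPM1, CDKB2;1, CESA1 and CYCD3;1, from -0.061 to 0.017).

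The gene counts of the comparison of genotypes stayed within 1.5 times of 8524 (DMSO) and 8509 (isoxaben) in all settings except the requirement of an absolute log2 fold change of at least 1, which gave 1655 and 1749. They ran from 7478 to 8648 in DMSO and from 7476 to 8504 in isoxaben across the 11 fits each that left out a sample or a pair. The balance of directions moved with the scaling. With library size alone, 4684 genes were higher and 3786 lower in nia1/2 in DMSO, against 4102 and 4477 in isoxaben. With a GC-content offset the counts were 4037 and 4476 in DMSO and 3996 and 4614 in isoxaben.

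The gene counts for isoxaben and for the interaction moved more. For Col-0, nia1/2 and the interaction, the counts of 239, 107 and 8 became 549, 449 and 152 with the replicate block. They became 543, 387 and 152 with the replicate block and a GC-content offset, and 364, 252 and 54 without a count filter. At an adjusted p of 0.01 they were 119, 19 and 0 (1086 interaction genes had an unadjusted p under 0.05), and 93 and 38 genes in Col-0 and nia1/2 reached an absolute log2 fold change of at least 1. The interaction count was 26 under DESeq2 and 5 under limma-voom. The cause was not tested for any of these. With the block, false calls in the simulation with equal changes rose from 15 to 24 in Col-0 and from 16 to 26 in nia1/2. The share of changed genes recovered was 89.5% without and 88% with the block in Col-0, and 83% in nia1/2 either way. The simulated samples of a flask shared no deviation, so the simulation does not show how the block acts where flasks differ.

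The shares of genes with a common direction moved with the model as well. Of the genes decreased in Col-0, 70.2% fell in nia1/2, and 55.7% with the replicate block. Of the genes increased in nia1/2, 95.3% rose in Col-0, against 79.4% with the replicate block, 77.0% with the block and a GC-content offset, and 87.5% without a count filter. The share of genes increased in Col-0 that rose in nia1/2 was 82.5% with the block against 84.6% without. Across the 9 fits that left out samples and gave these shares, they ran from 53.8% to 80.0% for decreased genes of Col-0, from 82.0% to 86.7% for its increased genes and from 87.8% to 96.6% for increased genes of nia1/2.

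Leaving out a sample or a pair gave 97 to 239 genes for isoxaben in Col-0 (13 fits), 82 to 139 in nia1/2 (9 fits) and 0 to 8 for the interaction (9 fits). The 9 fits left out Col-0 samples alone, so the nia1/2 samples did not vary in them. In the 4 of these fits with 0 interaction genes, 990 to 1205 genes had an unadjusted p under 0.05. Among the named interaction genes, AT3G22060 and ERF13 lost their calls in 8 of the 9 fits, and EXLA3 and AT5G28610 in 7 of 9, all with the same direction. Calls were also lost for AT2G45040 in all 13 fits, CYP718 in 6, WRKY38 in 2 and WRKY51 in 1 of 13, for AT1G26380 in 4 of 9, and for HB1 and CYCB2;2 in the DMSO comparison of genotypes in 5 and 3 of 11, and for CYCB2;2 in the isoxaben comparison in 6 of 11. The interaction count was 8 without Col-0 isoxaben replicate 1 and 6 without Col-0 DMSO replicate 1. It was 0 or 1 without any other single Col-0 sample. The interaction calls thus depended on which samples were kept, besides the depth, and the effect of the number of samples alone was not isolated.

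The difference in response score on Col-0-chosen genes kept its direction in all settings, but its size moved. It ran from 0.410 with 200 genes per direction to 0.784 with 50, and was 0.461 with at least 10 counts in every sample. Without a nia1/2 pair it lay between 0.560 and 0.637. On nia1/2-chosen genes the difference of -0.364 shrank to -0.126 when genes were chosen from a single pair and scored in the others, with means of 0.185 in Col-0 and 0.311 in nia1/2 and overlapping ranges of 0.105 to 0.353 and 0.264 to 0.358. In that setting neither genotype was scored on the pair that chose the genes, so scoring nia1/2 on its own pairs may account for part of the larger difference. Choosing by the size of the change and choosing from fewer pairs may contribute too, and these were not separated. The single-pair setting also used a prior count of 5. With the main choice of genes, that prior count gave differences of -0.366 on nia1/2-chosen genes and 0.530 on Col-0-chosen genes. On genes chosen from a single Col-0 pair, the difference was 0.426, against 0.598 with the main choice. It thus also shrank where neither version scored a pair on its own genes.

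The reversals in fits with a test concerned changes that were not called and had adjusted p values of at least 0.788 where they reversed. HB1 (AT2G16060) became -0.0446 in the isoxaben comparison of genotypes with a GC-content offset. With library size alone, UPM1 (AT5G40850) became 0.0112 in Col-0 and CESA1 (AT4G32410) became -0.0166 in nia1/2. In Col-0, across the 13 fits that left out a sample or a pair, the log2 fold change ran from -0.0607 to 0.0359 for UPM1, from -0.105 to 0.0469 for NIA2, from -0.0917 to 0.0968 for NIR1, from -0.103 to 0.0377 for CEV1 and from -0.127 to 0.376 for NRT2:1. The cause was not tested.

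Some alternatives were not run. An offset for effective length was not possible because the listed lengths were the same in all samples. A fit of the compared groups alone does not exist for the interaction, which uses all 4 groups. The first score was not computed without a Col-0 pair nor the reverse score without a nia1/2 pair, since too few pairs remain to choose genes. The reverse score is identical by construction with and without pairing and is not listed without it.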

Other observations

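In this part, the tests of the number of samples for the gene counts, of NIA2 reads counted for NIA1, of a library batch, of the decreased genes with the replicate block and of the median of all single-exon genes were chosen only after the result was seen. The patterns themselves were noticed in these data and tested on the same data, so each explanation below is a hypothesis.

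Fewer genes passed for isoxaben in nia1/2 (107) than in Col-0 (239). The number of samples may account for part of this difference: with 2 Col-0 pairs in the fit, the Col-0 count fell to 130, 97 and 118, while nia1/2 had 98, 96 and 139 in the same fits. In the simulation with equal changes of 1 (log2) at the full numbers of samples, 194 genes were called in Col-0 and 182 in nia1/2. Of the observed genes, however, 93 of 239 in Col-0 and 38 of 107 in nia1/2 reached a change of 1. Smaller equal changes were not simulated, so the simulation cannot tell how much of the observed difference the number of samples explains. Depth may account for part of the observed difference but not for all, because 175 genes still passed in Col-0 and 102 in nia1/2 after thinning all libraries to 10.05 M counts. The 0 decreased genes in nia1/2 in the model without the replicate block and with the count filter (351 at an unadjusted p under 0.05) were another matter. In the fits with 2 Col-0 pairs, 41, 7 and 20 decreased genes passed in Col-0, at least 7 in each, while nia1/2 had 0 in the same fits, with 330 to 425 at an unadjusted p under 0.05. In these nia1/2 samples, 40 of the 57 decreased genes of Col-0 fell, against a median of 28 in 10000 lists matched on expression. A share of 7e-04 of these lists had as many. The median in nia1/2 was -0.10. With the replicate block 112 of 201 decreased genes of Col-0 (55.7%) fell in nia1/2, against a median of 94 in matched lists, of which a share of 0.0057 had as many. Genes of a list are not independent, and all nia1/2 changes come from the same 2 pairs. The shares of matched lists therefore do not measure the spread between flasks. The model with the replicate block also called 13 decreased genes in nia1/2, and the model without a count filter called 4. The absence of decreased genes thus depended on the model and the filter. Whether the decrease differed between the genotypes for single genes was covered by the interaction test alone.

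The isoxaben response of Col-0 was set against other divisions of the 6 Col-0 samples. Only 4 of the divisions into 3 and 3 separate all 3 flasks' samples, and the others place both samples of a flask in a single group. The true division was the 1 of 4 with as many as 239 genes. The other 3 gave 0 genes, with 489, 420 and 986 at an unadjusted p under 0.05. The share cannot fall below 0.25, so this test alone cannot exclude a chance division. A GC-content offset left 256 genes, so GC content did not account for the count.

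Genes that isoxaben increased in Col-0 started from a higher level in nia1/2. For the 100 increased genes chosen without a Col-0 pair, the median log2 difference between the nia1/2 DMSO mean and the DMSO sample of the pair left out was 0.58, 0.76 and 0.93 for the 3 pairs. In each case this lay at percentile 100 of 10000 lists matched on expression, whose central range was within -0.074 and 0.143. Genes of a list are not independent, so the percentile does not measure the spread between samples. The difference was positive for 74, 79 and 83 of the 100 genes. A candidate explanation is that part of the isoxaben-responsive program is already active in untreated nia1/2 seedlings. Because all Col-0 libraries and no nia1/2 library are marked as shared with another series, this cannot be told apart from a difference in preparation or growth between the genotypes.

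The loss of NIA2 counts extended to neighbouring genes. Going along chromosome 1, 3 consecutive genes with at least 0.5 CPM in Col-0 (NIA2, HCS2 and AT1G38131) had measured values under 1% of the Col-0 CPM in nia1/2. HCS2 and AT1G38131 had 0 counts in nia1/2, from 0.812 and 7.34 CPM in Col-0. Against the 3-count floor of 0.178 to 0.298 CPM in the nia1/2 libraries, a share under 1% can be shown for NIA2 alone. The interval from 14158527 to 14296191 holds 24 listed genes with 131362 counts in the Col-0 samples and 1 count in the nia1/2 samples. The nearest counted gene to the left, AT1G36990, ends at 14030500 and kept 81.9% of its Col-0 CPM, and the nearest to the right, SKS6, starts at 15603617 and kept 110%. Genes with so low a measured share were rare, 10 of 19276 genes with at least 1 CPM in Col-0, and 4 of them lay on chromosome 1. Where the Col-0 level is low, such a share is below what a library can show. A deletion that includes NIA2 and reaches AT1G38131 may explain the 3 adjacent losses. Its ends are not bounded closely, because no other gene in the 1573 kb between the flanking genes reached 0.5 CPM in Col-0. On the left, AT1G37080 (14111458 to 14112255) still had 2 counts in nia1/2. A sequence difference from the reference that prevents alignment was not tested and remains possible.

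NIA1 counts were higher in nia1/2. Assignment of NIA2 reads to NIA1 would leave the sum of both genes at or below the Col-0 sum. The sums were 1450 to 1883 CPM in Col-0 and 2614 to 3001 CPM in nia1/2. The smallest nia1/2 sum was 1.39 times the largest Col-0 sum, so misassigned reads did not account for all of the increase. NIA2 itself had 15964 to 26557 counts in the Col-0 samples, so the counting kept many NIA2 reads on NIA2. In the nia1/2 samples NIA2 had 0 or 1 count. These counts argue against NIA2 reads as a source of a part of the increase as well. Higher NIA1 transcript levels in the absence of NIA2 transcripts may accompany the higher NIR1 and UPM1 levels, but no test separated this from a preparation difference between the genotypes.

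The large number of genes that differed between the genotypes (8524 in DMSO) was weighed against technical explanations. A GC-content offset left 8513 genes. Spearman's rho between the log2 fold change and gene length was -0.0974 across genes. The share of counts in the 20 most counted genes differed by 0.0032 percentage points between the genotypes, against a within-group SD of 0.113. GC content and the share of the most counted genes did not account for the count. The relation to length was weak, but the count was not recomputed with length adjusted, so a part through length is not excluded. A batch could not be examined, because the labels of 0 libraries record one, and the 6 Col-0 libraries marked as shared with another series are all of 1 genotype. The difference between the genotypes cannot be told apart from such a batch.

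Genes increased by isoxaben often had a single exon. In Col-0 65 of 182 increased genes (35.7%) had a single exon, against 17.2% of the other tested genes. In nia1/2 it was 38 of 107 (35.5%) against 17.3%. Fisher's exact two-sided test gave p = 2.6e-09 in Col-0 and 7.8e-06 in nia1/2. Within quintiles of gene length the difference held in Col-0 (Mantel-Haenszel p 2.6e-10), so length did not account for it. Single-exon genes that were not called had a median log2 fold change of 0.0077 in Col-0, a set that leaves out the called genes by its definition. The median over all 3564 tested single-exon genes was 0.010, against -0.0041 for genes with more exons, so a shift of the median of single-exon genes by over 0.1 was not seen. A faster rise of transcripts that need no splicing may contribute at 1 h. GC content was not tested for this pattern and remains as an explanation, and genes of a family are not independent of each other.

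Gene families were compared through the prefix of the symbol, over 7 families and against all 20520 tested genes. WRKY genes were more frequent among the increased genes of Col-0 than other genes, with 8 of 55 (one-sided Fisher's exact test, adjusted p 2.0e-07), and 40 of the 55 rose. In nia1/2 7 of 55 passed and 42 rose. With RLE size factors 8 and 7 passed, and with library size alone 9 and 6. ERF genes followed with 4 of 21 in Col-0 (adjusted p 1.1e-04) and 2 of 21 in nia1/2 (unadjusted p 5.3e-03). The adjusted p values of the other families in Col-0 were 0.141 for GST, 1 for CML, 0.241 for XTH, 0.229 for EXP and 0.229 for PUB, so none of those 5 passed. Involvement of WRKY and ERF transcription factors in the early response in both genotypes is a hypothesis that other technical explanations, such as the expression level of these families, were not tested against.

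CRU3 and CRA1, seed storage protein genes, were counted in nia1/2 and hardly in Col-0. Residual seed transcripts, from slower or uneven germination, may be a source. A list of 11 other genes of seed storage and late embryogenesis was written before the test, and most were required to be higher in every nia1/2 sample than in every Col-0 sample. This held for 4 of the 11, so the requirement was not met. The listed genes had low counts, with nia1/2 means of 0.215 to 1.27 CPM. The 3-count floor of the nia1/2 libraries was 0.178 to 0.298 CPM, so missing the requirement says little against residual seed transcripts. The mean was higher in nia1/2 for 9 of the 11. The summed CPM of the list was 1.01 to 3.45 in the Col-0 samples and 3.79 to 15.97 in the nia1/2 samples, with unequal values between nia1/2 replicates of 9.64 and 3.79 in DMSO. A sample-to-sample mixture with seeds that had not germinated remains possible for part of the signal and was not separated from a difference in the expression of CRU3 and CRA1 themselves.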
